A study of Homo sapiens with 6 samples. Its data were reported in "SAP30 promotes breast tumor progression by bridging the transcriptional corepressor SIN3 complex and MLL1" (2023).

How the data were processed

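Chromatin accessibility was measured by ATAC-seq, an assay in which a transposase cuts open DNA and inserts sequencing adapters there. The cells were MDA-MB-231, an established human triple-negative breast cancer cell line. There were 3 libraries of parental cells and 3 libraries of SAP30-KO1 cells, a line derived from MDA-MB-231 in which SAP30, a subunit of the SIN3 complex, was knocked out with CRISPR. The study describes its knockout lines as mixtures of several selected knockout cells. Groups and replicate numbers were taken from the sample labels. A further SAP30 knockout line, rescue cells and other assays were not analysed here.

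The authors sequenced single-end reads, trimmed adapters with Trim Galore and aligned the reads to hg19 with bowtie2. They removed duplicates with Picard and called peaks with MACS2 at a q value threshold of 0.05. Each library has its own list of summits, so narrow peaks were taken to be called in each library separately, without pooling replicates. The methods do not state whether reads were shifted for the offset of the transposase, whether blacklisted regions were removed or how mitochondrial reads were handled. An unshifted read would move a summit by a few bases, which is far less than the windows used here, and blacklisted regions would add strong summits to all libraries. Each library had 4 or 5 mitochondrial summits.

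The deposited lists give 1 position per peak, the summit, with a score that is the −log10 of the q value given by the authors' peak caller. The unit was read from the values, as the lowest score of a library lay between 1.31 and 1.33, just above 1.30, the −log10 of the threshold of 0.05. The largest summit position of every chromosome lay inside its GRCh37 length. Coordinates are those of GRCh37 (hg19), counted from 1. The lists hold no read counts, so the sequencing depth behind each peak is unknown, no counting interval is given, and the length of a list moves with depth and signal quality as well as with the number of open sites. Peak width and the total accessible sequence had been planned as results and were not computed, because a summit has no width. Scores of separately called lists are not on a common scale. Peaks were therefore ranked within their own list, as the percentile rank of the score from 0 to 100, and the rank was set to 0 where a library had no peak.

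Each summit was extended by 250 bp on each side to a window of 501 bp. This width was chosen after the data were examined, when windows of 100 bp on each side had already been tried, and the values with 100 bp are given as an alternative. Windows of the 6 libraries that overlapped by at least 1 bp were merged into union loci. A locus was called in a group when at least 2 of its 3 libraries had a peak there. Loci with a peak in all 3 libraries of a group and none of the other are called Parental-only or SAP30-KO1-only. Similarity of 2 lists was the Jaccard index, the bases in both sets of windows over the bases in either.

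Gene annotation was GENCODE release 44 mapped to GRCh37. A summit within 1 kb of the start site of any annotated transcript was assigned to a promoter, and the remaining summits to exons, introns or intergenic sequence in that order. Promoter peaks were counted over 20175 protein-coding genes. Chromosome arms were divided at the largest gap of the GRCh37 sequence, and an arm was compared when at least 20 loci with a peak in all 6 libraries lay on it. The comparison of arms was not planned, and was chosen after the data were examined.

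The group means of values with 1 number per library were compared with an exact permutation test over all 20 assignments of the 6 libraries, two-sided, for which the smallest possible p is 0.10. No comparison here could therefore reach a p under 0.05. Counts of loci and promoters and the similarity of lists were recomputed for the 10 ways to split the 6 libraries into 3 and 3. Benjamini-Hochberg adjustment was made over the 5 planned comparisons of library values, over the 6 followed genes with a promoter peak, over the 4 annotation classes and over the 41 arms. Deviations are standard deviations (SD) over 3 libraries. The planned comparisons and their tests, the genes to follow and the rule for naming loci were fixed before the data were examined, and the choices made later are named as such. The named genes are SAP30 and the genes the study follows as activated by SAP30 with SIN3A and SIN3B (PDGFB, PDGFD, CLDN1, RDX, ADM2 and NOTCH3) or repressed by them (HSPA6, IPO13 and ARTN). The named loci are, in each direction, the 5 with the highest mean percentile rank among loci present in one group only on chromosomes 1 to 22 and X.

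Alternatives fixed in advance were stricter q values of 0.01 and 0.0001, the same number of top-ranked peaks in each library, chromosomes 1 to 22 and X only, other rules for overlap, merging and calling, promoter windows of 500 bp and 2.5 kb, a replicate block, and each library left out in turn. Alternatives chosen after the data were examined were windows of 100 bp on each side, canonical transcripts only, leaving out the long arm of chromosome 11, ranks within a chromosome arm, and leaving out genes without a promoter peak. The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The comparison of loci was tested on simulated data made from the observed loci. In a simulation of 52044 loci, 100 of 100 loci removed from SAP30-KO1 and 100 of 100 loci added to it were recovered as present in one group only, and an arm with lowered scores had the lowest median rank shift of all arms. The changed loci were simulated without dropout and the scores of that arm were all lowered alike, so these outcomes were largely fixed. They check the calculation and not its sensitivity in real lists. A simulation with no difference between the groups, of 51954 loci, gave 696 loci in one group only, and 4 of 10 splits gave as many.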

Results

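ATAC-seq peak lists were compared between parental MDA-MB-231 cells and the knockout line SAP30-KO1, with 3 libraries in each group, to ask how loss of SAP30 changes chromatin accessibility. The number of peak summits per library ranged from 29762 to 40650. The parental libraries had 36694, 30477 and 33552 summits, and the SAP30-KO1 libraries had 29762, 40650 and 34262. The median score, −log10 of the q value from the authors' peak caller, was 5.67, 6.10 and 5.58 in the parental libraries and 5.93, 6.56 and 6.16 in the SAP30-KO1 libraries. Between any pair of libraries, 0.417% to 0.598% of the summits of the shorter list had the identical position, so no pair of lists came from the same library.

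First, the size and genomic distribution of the lists were compared. Parental libraries had 33574 ± 3109 summits (SD, n = 3) and SAP30-KO1 libraries had 34891 ± 5471 (SD, n = 3). The difference of 1317 was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.8). It moved most when SAP30-KO1 replicate 2 was left out, to -1562, was also of opposite direction without Parental replicate 2 (-231.7), and rose to 3882 without SAP30-KO1 replicate 1. Promoters held 36.1% ± 1.05 of the summits in parental cells and 36.2% ± 1.69 in SAP30-KO1 cells (SD, n = 3; exact permutation test, two-sided, p = 1). Introns held 37.6% ± 0.654 and 37.3% ± 1.14, intergenic sequence 23.6% ± 0.442 and 24.0% ± 0.535 of the summits, in the same order of groups. Exons outside promoters held 2.64% ± 0.0673 of the summits in parental cells, with a difference of -0.135 percentage points in SAP30-KO1 cells. The lowest p among these 4 classes was 0.2 (exact permutation test, two-sided), with an adjusted p of 0.8. A promoter peak was found for 9758 ± 448 protein-coding genes in parental cells and 10053 ± 796 in SAP30-KO1 cells (SD, n = 3), a difference of 295 that did not exceed the replicate spread (exact permutation test, two-sided, p = 0.7). Of 20175 protein-coding genes, 6966 had a promoter peak in all 6 libraries and 7603 had none in any library. The 5 planned comparisons of library values, including both gene sets below, each had an adjusted p of 1.

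Next, the lists were compared by overlap. The Jaccard index averaged 36.7% (range 36.1% to 37.1%) over the 3 parental pairs, 38.4% (range 37.5% to 39.6%) over the 3 SAP30-KO1 pairs and 36.1% (range 35.2% to 36.8%) over the 9 pairs between groups. Pairs within a group were thus 1.504 percentage points more similar than pairs between groups. With the share of the shorter list in place of the Jaccard index, the setting that moved this value most, the difference was 4.08 percentage points. With windows of 100 bp on each side it was lower, at 0.713 percentage points. The summits merged into 56419 union loci, of which 16314 (28.9%) had a peak in all 6 libraries and 16081 (28.5%) in a single library. At least 2 of 3 libraries had a peak at 24531 loci in both groups, at 5202 loci in parental cells alone and at 6905 loci in SAP30-KO1 cells alone. The share called in both groups was 67.0% of 36638 loci, and was 54.8% with windows of 100 bp on each side.

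To find where accessibility differed in presence or absence, loci with a peak in all 3 libraries of a group and in none of the other were counted. There were 494 Parental-only and 809 SAP30-KO1-only loci, together 2.31% of the union loci, and 62.1% of these 1303 loci were SAP30-KO1-only. The other ways to split the 6 libraries gave 409 to 693 such loci. The balance of both directions depended on which peaks were kept. With the same number of top-ranked peaks in each library there were 562 Parental-only and 663 SAP30-KO1-only loci (54.1% SAP30-KO1-only), and at a q value of 0.0001 or less there were 324 and 849 (72.4%). Promoters made up 21.1% of the Parental-only and 17.3% of the SAP30-KO1-only loci, against 43.8% of the loci with a peak in all 6 libraries and 29.5% of all union loci. Of the Parental-only loci 59 (11.9%) lay on the long arm of chromosome 11, against 4 (0.494%) of the SAP30-KO1-only loci and 3.14% of all union loci.

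**Figure D1:**
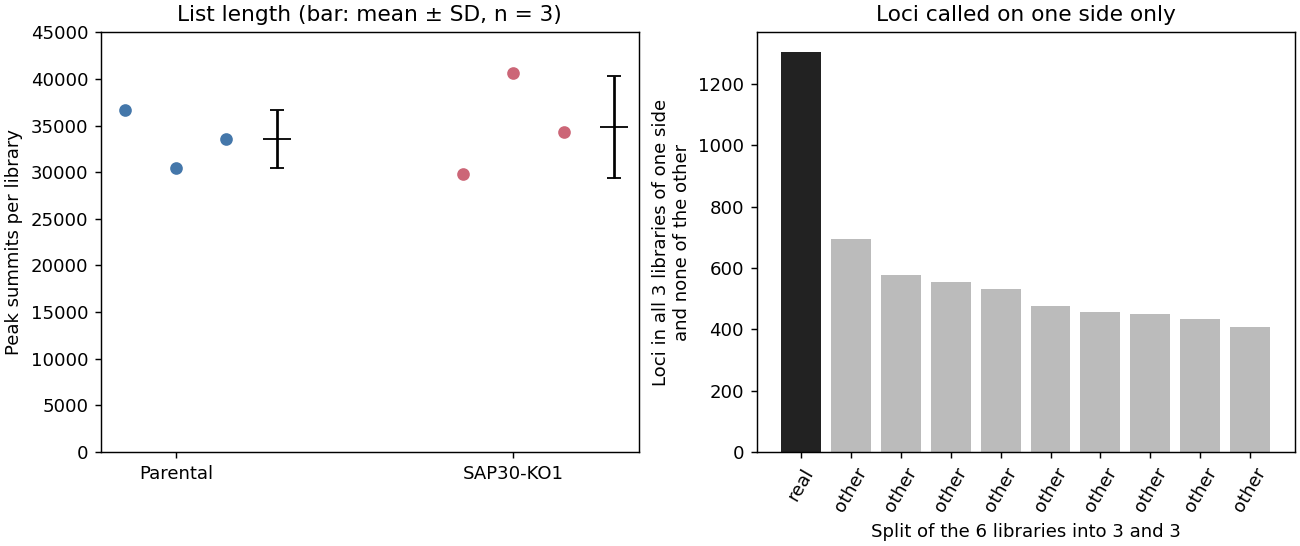
The left panel plots the number of peak summits in each library (points), with the mean and SD of 3 libraries per group (bars), and the ranges of both groups overlap. The right panel plots, for each of the 10 ways to split the 6 libraries into 3 and 3, the number of loci with a peak in all 3 libraries of one side and none of the other: the split into parental and SAP30-KO1 libraries (black) gave 1303 and the other splits (grey) 409 to 693.

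The 5 Parental-only loci with the highest ranks were as follows, with the mean percentile rank over the parental libraries (SD, n = 3) and a rank of 0 in each SAP30-KO1 library. An intergenic locus at chromosome 8, 127387445 to 127388012, whose nearest protein-coding start site was that of LRATD2, ranked at 92.3 ± 6.59. A locus at the promoter of the long noncoding RNA gene ENSG00000290078, chromosome 11, 110199112 to 110199633, ranked at 85.0 ± 7.97, and it lay on the long arm, where ranks were lower in SAP30-KO1 along most of the arm. An intergenic locus on chromosome 4, 183730087 to 183730902, nearest to DCTD, ranked at 82.8 ± 0.581. A locus in an intron of B9D1, chromosome 17, 19273636 to 19274283, ranked at 82.7 ± 1.67. The promoter locus of LMO7, chromosome 13, 76362600 to 76363196, ranked at 81.6 ± 4.29. In the other direction, the 5 SAP30-KO1-only loci with the highest mean rank had a rank of 0 in each parental library. A locus in an intron of KLHL29, chromosome 2, 23824764 to 23825591, ranked at 94.4 ± 2.28. The promoter locus of TENM2, chromosome 5, 167379386 to 167380178, ranked at 93.6 ± 3.77. A locus in an intron of GALC, chromosome 14, 88336015 to 88336828, ranked at 85.3 ± 13.7. Intergenic loci on chromosome X, 126263269 to 126264114, nearest to PRR32, and on chromosome 12, 85189356 to 85189986, nearest to SLC6A15, ranked at 83.4 ± 5.63 and 83.4 ± 1.36. The locus on chromosome X lay on the long arm, where ranks were higher in SAP30-KO1 (median shift 7.65). These loci were picked for being present in one group only, so no test was made on each.

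At the level of genes, 45 protein-coding genes had a promoter peak in all 3 parental and no SAP30-KO1 library, and 82 genes had the opposite pattern. Other splits of the libraries gave 65 to 144 such genes in all, so the total of 127 was within their range. With the same number of top-ranked peaks in each library the counts were 74 and 60, and the larger group changed sides. The long arm of chromosome 11 held 11 (24.4%) of the 45 Parental-only promoters and none of the 82 SAP30-KO1-only promoters, against 3.87% of the 12572 genes with a promoter peak in any library.

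Promoter peaks were then examined at the genes the study follows. The question was whether the followed activated genes rank lower in SAP30-KO1 cells and the followed repressed genes higher. The targeted gene, SAP30 (chromosome 4, 174291120 to 174298683, plus strand), had a promoter peak in every library. Its percentile rank was 76.9 ± 10.6 in parental and 70.3 ± 20.1 in SAP30-KO1 cells (SD, n = 3; exact permutation test, two-sided, p = 0.7), and the difference of -6.66 turned to 3.73 without SAP30-KO1 replicate 2. Peak lists do not show the sequence change that removes the protein, so they do not check the knockout. Over the 6 genes activated by SAP30 the mean rank was 40.8 ± 5.26 in parental and 34.6 ± 4.50 in SAP30-KO1 cells (SD, n = 3). The difference of -6.18 was not separable from the replicate spread (exact permutation test, two-sided, p = 0.3). Among the alternatives on the rank scale it moved most, to -12.4, when the genes without a promoter peak in any library were left out, which only divides the same sum by fewer genes. Those were PDGFB, ADM2 and NOTCH3. Without the long arm of chromosome 11, where PDGFD and RDX then count as rank 0 and CLDN1 alone remains, it was -3.13 (exact permutation test, two-sided, p = 0.1, the smallest possible). PDGFD (chromosome 11, 103777917 to 104035107, minus strand) ranked at 99.8 ± 0.0376 in parental and 97.9 ± 1.12 in SAP30-KO1 cells, and CLDN1 (chromosome 3, 190023496 to 190040235, minus strand) at 84.6 ± 0.921 and 66.1 ± 10.2. For both genes each SAP30-KO1 library was lower than each parental library (n = 3; exact permutation test, two-sided, p = 0.1, the smallest possible, adjusted p = 0.3). Among the 6 followed genes with a promoter peak these 2 had ranges that did not overlap, and chance gives 10% of such comparisons. RDX (chromosome 11, 109735021 to 110167437, minus strand) ranked at 60.4 ± 32.2 and 43.8 ± 18.1, with overlapping ranges (n = 3; exact permutation test, two-sided, p = 0.5). Its difference of -16.7 was -35.2 without Parental replicate 2 and -6.26 without Parental replicate 3. PDGFD and RDX both lie on the long arm of chromosome 11. Ranked among the summits of that arm alone, PDGFD was lower by a mean of -1.16 with overlapping ranges and RDX by -7.00, whereas CLDN1 ranked on its own arm was lower by -20.8 with the ranges still apart.

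For the 3 repressed genes the mean rank was 38.3 ± 13.3 in parental and 41.8 ± 23.1 in SAP30-KO1 cells (SD, n = 3; exact permutation test, two-sided, p = 0.8). The difference of 3.51 was 16.8 without SAP30-KO1 replicate 1 and changed direction without SAP30-KO1 replicate 2 (-4.54), SAP30-KO1 replicate 3 (-1.69) or Parental replicate 2 (-4.12). HSPA6 (chromosome 1, 161494330 to 161496684, plus strand) ranked at 49.9 ± 33.5 in parental and 61.8 ± 25.9 in SAP30-KO1 cells (n = 3; exact permutation test, two-sided, p = 0.6). Its difference of 11.9 changed to -6.91 without Parental replicate 2. IPO13 (chromosome 1, 44412622 to 44433694, plus strand) ranked at 64.9 ± 8.41 and 63.6 ± 43.9 (n = 3; exact permutation test, two-sided, p = 1). SAP30-KO1 replicate 1 decided this value: its rank was 12.9, the other SAP30-KO1 libraries had ranks of 90.8 and 87.1, above the highest parental rank of 73.5, and without it the difference of -1.35 became 24.0. IPO13 lies on the short arm of chromosome 1, where ranks were higher in SAP30-KO1 (median shift 5.28), and ranked within that arm its difference was -4.55. ARTN had no promoter peak in any library.

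**Figure D2:**
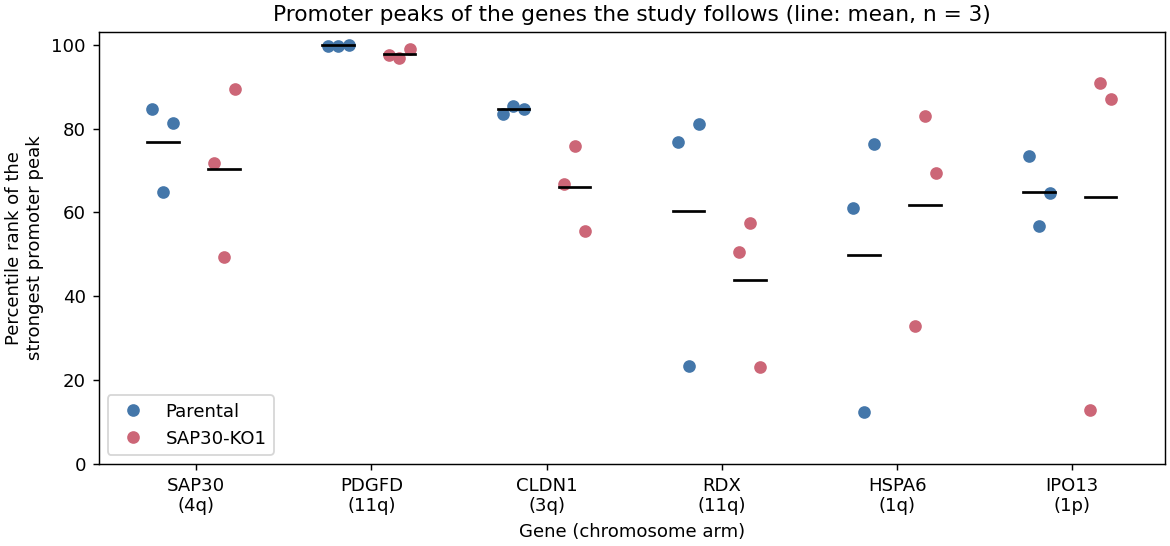
Percentile rank of the strongest promoter peak within its own list (vertical axis, 0 to 100) for the 6 followed genes with a promoter peak, each with its chromosome arm, in 3 parental (blue) and 3 SAP30-KO1 (red) libraries, with group means as black lines. The groups are apart for PDGFD and CLDN1 and overlap for SAP30, RDX, HSPA6 and IPO13, where the SAP30-KO1 library at 12.9 is the lowest point.

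Finally, because PDGFD and RDX share an arm, the lists were compared by chromosome arm. The long arm of chromosome 11 held 3.50% ± 0.142 of the summits in parental and 2.48% ± 0.113 in SAP30-KO1 cells (SD, n = 3), a difference of -0.50 on the log2 scale with each SAP30-KO1 library below each parental library (exact permutation test, two-sided, p = 0.1, the smallest possible). Of the 41 arms, 12 had shares whose ranges did not overlap (29.3%, where chance gives 10%), with lower shares in SAP30-KO1 for 5 arms and higher shares for 7. No arm passed adjustment over the 41 arms, where the lowest adjusted p was 0.342. At the 454 loci on the long arm of chromosome 11 with a peak in all 6 libraries, the median rank shift from parental to SAP30-KO1 was -14.7 percentile points, and 88.8% of these loci were lower. It moved most, to -17.5, with the same number of top-ranked peaks in each library. The median shift was -1.73 over 301 loci on the short arm and 0.450 over 15554 loci on other chromosomes, and every other arm had a median between -3.70 and 7.65. The median rank per library did not overlap between the groups for 4 of the 41 arms, close to the 10% that chance gives. These were the long arm of chromosome 11, lower in SAP30-KO1, and 3 arms that were higher. The median shifts of those 3 were 5.28 for the short arm of chromosome 1, 7.50 for the short arm of chromosome 4 and 7.65 for the long arm of chromosome X. On most arms the median rank of a library also moved with the length of its list, in both groups. On the long arm of chromosome 1 it was 73.4, 80.5 and 76.5 in SAP30-KO1 replicates 1 to 3. This offset widens the ranges, so the count of 4 does not show that the other arms were alike. In windows of 10 Mb the median shift was between -3.05 and 2.35 from the start of chromosome 11 to 50 Mb, and between -17.8 and -4.68 from 50 Mb to the end. The share of summits per window was lower in SAP30-KO1 by -0.69 to -0.32 on the log2 scale from 50 Mb on, with ranges apart in every window except that from 50 to 60 Mb (-0.35). Before 50 Mb it differed by -0.36 to 0.08, and the window from 20 to 30 Mb (-0.36) and that from 10 to 20 Mb (-0.05) also had ranges apart.

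**Figure D3:**
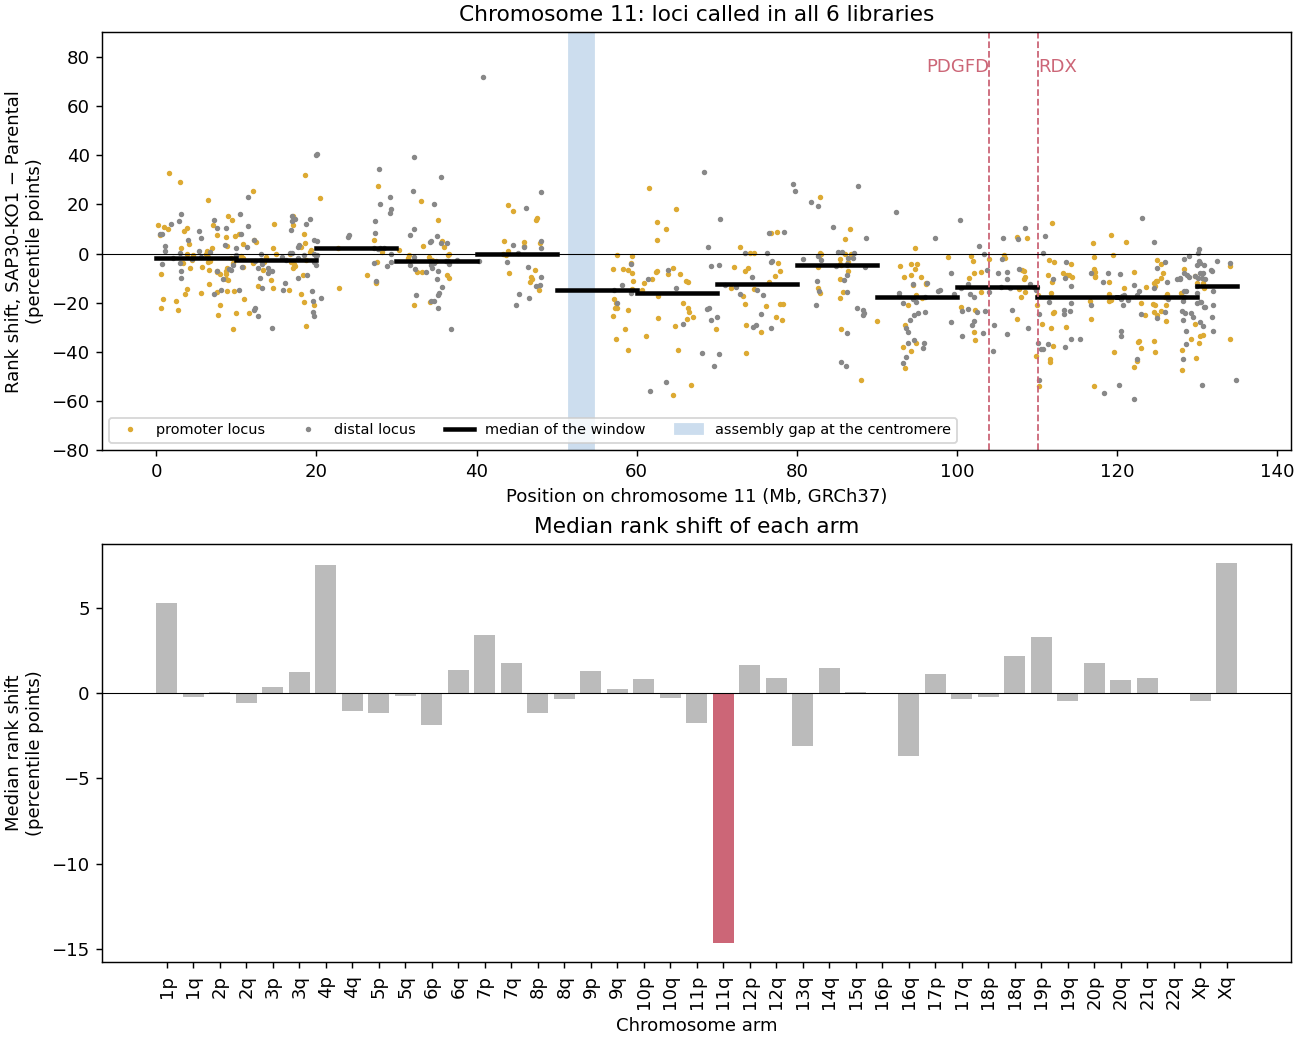
The upper panel plots the rank shift from parental to SAP30-KO1 (percentile points) of each locus with a peak in all 6 libraries against its position on chromosome 11 (Mb), at promoters (yellow) and elsewhere (grey), with the medians of 10 Mb windows as black lines, the assembly gap at the centromere shaded and the start sites of PDGFD and RDX dashed; the windows from 50 Mb on are all below 0. The lower panel plots the median rank shift of each of the 41 arms, where the long arm of chromosome 11 (red) is at -14.7 and the others lie between -3.70 and 7.65.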

Values the study reported

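The study gave 50,000 as the total number of cells that went into ATAC-seq. It described lower accessibility in SAP30-KO1 cells at genes activated by SAP30 with SIN3A and SIN3B, with PDGFD and RDX among its examples, and higher accessibility at the repressed genes HSPA6 and IPO13. The study drew on profiles and heatmaps of the signal over its coactivated genes and on browser views. The ranks given here use peak scores at the few followed genes, so they do not repeat that comparison. The study also stated that 50% of SAP30 ChIP-Seq peaks overlapped with SIN3A peaks in these cells.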

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

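Windows of 100 bp, canonical transcripts, the lists without the long arm of chromosome 11, ranks within an arm, leaving out genes without a promoter peak, and every alternative for that arm were chosen only after the data had been seen. With 3 libraries per group no comparison of library values reaches a p under 0.10, so p-values say nothing here about stability, and the alternatives are described by direction and size.

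The difference in promoter share, 0.0532 percentage points as reported, changed direction with q values of 0.01 or less (-0.0515) and 0.0001 or less (-1.09), with the same number of top-ranked peaks (-0.187), with promoters of 2.5 kb (-0.152) and without the long arm of chromosome 11 (-0.0582). A difference this close to 0 has no stable direction. The differences in peak number, promoters with a peak and both gene sets kept their direction in the alternatives that kept all 6 libraries, except that the number of genes with a promoter peak did not differ in either gene set (a difference of 0 in place of ranks).

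The share of loci called in both groups, 67.0% as reported, was 65.5% at a q value of 0.0001 or less, 64.5% when a peak had to cover the larger part of the locus, 63.4% when a call needed all 3 libraries, and 54.8% with windows of 100 bp on each side. Narrower windows overlap less often by construction. Parental-only loci, 494 as reported, were 324 at a q value of 0.0001 or less, and 1457 when 1 of the 3 SAP30-KO1 libraries was allowed a peak. SAP30-KO1-only loci, 809 as reported, were 2324 under that looser rule. Parental-only promoters, 45 as reported, were 74 with the same number of top-ranked peaks. Counts under the looser rule are higher by construction. For the other changes the cause was not tested.

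Across the 6 fits that each left out one library, the difference in peak number ran from -1562 to 3882, that in promoter share from -0.836 to 0.843 percentage points, that in promoters with a peak from -122.5 to 670.5, that in activated genes from -9.21 to -3.70 and that in repressed genes from -4.54 to 16.8. The lower end for peak number and for promoters with a peak came from leaving out SAP30-KO1 replicate 2, the longest list. Similarity within over between groups ran from 0.963 to 2.02 percentage points and the share called in both groups from 59.3% to 64.8%. With a library left out, a call in its group needs every remaining library, so that share is under a stricter rule than the reported value. Fewer libraries make the rule of all against none easier to meet, so Parental-only loci rose to between 633 and 1239, SAP30-KO1-only loci to between 1145 and 1966, Parental-only promoters to between 69 and 143 and SAP30-KO1-only promoters to between 117 and 230. Without Parental replicate 2 the Parental-only loci (1239) outnumbered the SAP30-KO1-only loci (1190). Without SAP30-KO1 replicate 2 the Parental-only promoters (143) outnumbered the SAP30-KO1-only promoters (117). The difference in the share of summits on the long arm of chromosome 11 ran from -1.08 to -0.939 percentage points and its median rank shift from -17.2 to -12.0, and both kept their direction under every alternative tried.

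For the 16 named genes and loci, 80 of the 88 alternative values that kept all 6 libraries lay within the replicate spread of the reported value (1 SD), and 8 moved further. Many of these values had little room to move. The other promoter windows and canonical transcripts gave the named genes the reported difference, except IPO13 at 500 bp. Leaving out a library moves a mean of 3 by less than 1 SD by construction, so those values are described by sign. The difference changed sign in 4 of 96 such values, for SAP30 without SAP30-KO1 replicate 2 (3.73), HSPA6 without Parental replicate 2 (-6.91), and IPO13 without SAP30-KO1 replicate 1 (24.0) or Parental replicate 1 (2.96). The named loci were picked for a rank of 0 in a whole group, so their values could not change sign. With all 6 libraries 2 values changed sign, both for IPO13, at a q value of 0.0001 or less (3.41) and with the same number of top-ranked peaks (0.785). Replicate numbers are shared between the groups, and the replicate block gave the reported differences with p-values of 0.75 for peak number (1317), 1 for promoter share (0.0532), 0.75 for promoters with a peak (295), 0.5 for activated genes (-6.18), 0.75 for repressed genes (3.51) and 0.25 for the share on the long arm of chromosome 11 (-1.02), from exact sign-flip permutation tests, two-sided, where the smallest possible p is 0.25. Neither test can pass 0.05 in this design, so no call was changed by the block and none could have been. For libraries with the same number, the correlations of their deviations in peak presence were small, at 0.0192, 0.0312 and -0.00076. Pairs with different numbers lay between -0.0261 and 0.00776. For ranks the correlations of libraries with the same number were -0.0179, -0.0127 and -0.00320. These values show no clear pairing by number, but 3 libraries per group cannot exclude it. Peak width, accessible sequence and ranking by width were not run, because the lists hold summits. The missing depth limits the counts of loci present in one group only, since a peak just under the threshold in a shallow library is counted as absent.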

Other observations

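The comparison of chromosome arms, the test of dosage and the test of CLDN1 against its arm were chosen only after the result they bear on had been seen. The counts of splits for loci, promoters and similarity had been planned, but what they would show under chance was written down only after the counts were seen. The remaining tests were written down before their own result was known, but after the lower ranks on the long arm of chromosome 11 had been noticed, so all explanations here are hypotheses tested on the data that raised them.

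In SAP30-KO1 cells peaks on the long arm of chromosome 11 were fewer and ranked lower, with a negative median rank shift in every 10 Mb window from the centromere to the end of the arm. List length does not account for it, because with equal numbers of top-ranked summits the share on the arm still differed by -1.11 percentage points (3.54% ± 0.130 in parental and 2.43% ± 0.0679 in SAP30-KO1 cells). GC content does not account for it either, as the shift on the arm was -15.0 beyond the mean of 1000 draws of GC-matched loci elsewhere, whose medians lay between -0.870 and 2.15. Loss of SAP30 activity limited to promoters would leave distal loci in place, but distal loci fell about as much as promoters. By the median shift promoters fell slightly less, with a difference of 1.63. By other measures they fell slightly more, as 90.5% of promoters and 87.2% of distal loci were lower. The mean of library median ranks went from 84.8 to 63.6 at promoters and from 84.4 to 65.0 at distal loci. The median shift of the distal loci alone was -15.4, and the shift in ranks stopped at the centromere, which is consistent with a lower dosage of the whole arm in SAP30-KO1 cells, such as a copy number loss in the line. The knockout lines are described as mixtures of several selected cells, so a loss would have to be shared by enough of them to show in the mixture, which was not tested. There were exceptions. The rank shift was weaker between 80 and 90 Mb (-4.68). On the short arm, the window from 20 to 30 Mb had a lower share of summits (log2 ratio -0.36, ranges apart), although its median rank shift was 2.35. The window from 10 to 20 Mb had a slightly lower share (-0.05, ranges apart), with a median rank shift of -2.63. The short arm as a whole (-0.06) and its windows next to the centromere, from 30 to 40 Mb (0.08) and 40 to 50 Mb (0.02), had overlapping shares. Of the 10 splits of the 6 libraries, 1, the real one, shifted any arm by as much, and the largest shift in the others was 9.53. The 10 splits alone cannot exclude chance at 0.05. However, the share of summits on the arm (3.50% ± 0.142 in parental and 2.48% ± 0.113 in SAP30-KO1 cells) differed by far more than the replicate spread. So did the median rank of its loci (84.6 ± 1.47 and 64.4 ± 5.40). These values argue against chance for this arm, although the comparison of the 41 arms was chosen after the data were examined. An effect of SAP30 loss that acts alike on promoters and distal sites over the whole arm was not tested and stays open, because a single knockout line was compared and the line and the loss of SAP30 cannot be told apart. Read depth over the arm, or a further knockout line, would separate these.

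The arm bears on PDGFD and RDX, which the study follows as genes that lose accessibility. Within the arm their mean difference in percentile rank was -4.08, with overlapping ranges for each gene, though RDX already overlapped before and PDGFD is so close to the top of the list that its rank has little room to move. A second test therefore used the score itself, relative to the median score of loci off the arm in the same library. On that scale the PDGFD promoter changed by -0.78 (log2), at percentile 30.2 of the loci on the arm, where the median change was -0.59, and only 2.46% of loci on other arms changed that far or further down. RDX changed by -0.47, at percentile 60.8 of the arm and percentile 11.3 of the loci on other arms, with overlapping ranges, so its change was not unusual off the arm either. Both changes are thus of the size common on the arm, and a shift shared by the whole arm may explain them without an effect specific to these promoters. A specific effect on top of it was not excluded. The study also reported lower PDGFD and RDX mRNA after SAP30 knockout in MDA-MB-231 and SUM159 cells. Occupancy of SIN3A, SIN3B and MLL1 at both genes was lower in SAP30-KO1 cells. Wild-type SAP30, but not a mutant unable to bind the SIN3 complex, restored PDGFD mRNA in SAP30-KO1 cells. That rescue argues against arm dosage alone for PDGFD mRNA, but accessibility after rescue was not compared here. CLDN1 differs from PDGFD and RDX with respect to its arm. The median rank shift of that arm, the long arm of chromosome 3, was 1.22, in the direction opposite to the gene. Its lower rank is not explained by its arm, but its score change of -0.57 lies at percentile 4.45 of the loci there and 8.22 of the loci on other arms, so some other loci changed as far or further down. Whether those belong to genes regulated by SAP30 was not tested.

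Arms other than the long arm of chromosome 11 also differed, in their share of summits and in ranks. The count of 12 arms with ranges apart was reached in 1 of the 10 splits, the real one, and the other splits gave 1 to 8 arms. The largest log2 ratio upward was 0.30, for the long arm of chromosome X. Median ranks per library were apart and higher in SAP30-KO1 on that arm (7.65) and on the short arms of chromosomes 4 (7.50) and 1 (5.28). Together with the long arm of chromosome 11 these were 4 of 41 arms, close to the 10% that chance gives. Ranges widened by differences in list length can hide shifts, so this count does not place the other arms at chance. IPO13 lies on the short arm of chromosome 1, and its score relative to loci off the long arm of chromosome 11 changed by 0.12 (log2), at percentile 44.6 of the loci there. The within-arm differences of the remaining genes were 12.1 for HSPA6 and -5.33 for SAP30, with overlapping ranges. No further explanation was tested for these arms, and 10 splits cannot separate them from chance at 0.05.

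Counts of loci were set against the other splits of the 6 libraries. The total of loci in one group only (1303) was reached in 1 of 10 splits, the SAP30-KO1-only loci in 1 of 10, and the Parental-only loci in 3 of 10, where some group of another split had as many. For promoters the total was reached in 2 of 10 splits, the SAP30-KO1-only count in 4 of 10 and the Parental-only count in 7 of 10. The greater similarity within than between groups was reached in 1 of 10 splits. With 3 libraries against 3 the splits cannot give a share under 0.1, so none of these counts excludes chance, and as reported the promoter counts lay within what other groupings gave. These counts of splits depended on the setting. With the same number of top-ranked peaks per library the promoter total of 134, the Parental-only promoters and the Parental-only loci were each reached in 1 of 10 splits, and the SAP30-KO1-only promoters in 2 of 10. At a q value of 0.0001 or less the Parental-only loci were reached in 6 of 10 splits and the Parental-only promoters in 10 of 10. With canonical transcripts the promoter total of 123 was reached in 1 of 10. Leaving out the long arm of chromosome 11 lowered the Parental-only loci to 435 and the Parental-only promoters to 34.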
